# Modelling Nonalcoholic Steatohepatitis In Vivo—A Close Transcriptomic Similarity Supports the Guinea Pig Disease Model

**DOI:** 10.3390/biomedicines9091198

**Published:** 2021-09-10

**Authors:** Josephine Skat-Rørdam, David H. Ipsen, Stefan E. Seemann, Markus Latta, Jens Lykkesfeldt, Pernille Tveden-Nyborg

**Keywords:** nonalcoholic steatohepatitis, fibrosis, transcriptome, animal model, guinea pig, biomarkers

## Abstract

The successful development of effective treatments against nonalcoholic steatohepatitis (NASH) is significantly set back by the limited availability of predictive preclinical models, thereby delaying and reducing patient recovery. Uniquely, the guinea pig NASH model develops hepatic histopathology and fibrosis resembling that of human patients, supported by similarities in selected cellular pathways. The high-throughput sequencing of guinea pig livers with fibrotic NASH (*n* = 6) and matched controls (*n* = 6) showed a clear separation of the transcriptomic profile between NASH and control animals. A comparison to NASH patients with mild disease (GSE126848) revealed a 45.2% overlap in differentially expressed genes, while pathway analysis showed a 34% match between the top 50 enriched pathways in patients with advanced NASH (GSE49541) and guinea pigs. Gene set enrichment analysis highlighted the similarity to human patients (GSE49541), also when compared to three murine models (GSE52748, GSE38141, GSE67680), and leading edge genes *THRSP, CCL20* and *CD44* were highly expressed in both guinea pigs and NASH patients. Nine candidate genes were identified as highly correlated with hepatic fibrosis (correlation coefficient > 0.8), and showed a similar expression pattern in NASH patients. Of these, two candidate genes (*VWF* and *SERPINB9*) encode secreted factors, warranting further investigations as potential biomarkers of human NASH progression. This study demonstrates key similarities in guinea pig and human NASH, supporting increased predictability when translating research findings to human patients.

## 1. Introduction

Hepatic fibrosis is the primary prognostic marker of mortality in nonalcoholic steatohepatitis (NASH) globally affecting millions [1]. However, treatment options are scarce, and drug development is hampered by the lack of animal models reflecting the disease spectrum and etiology. Though frequently applied, many mouse and rat models do not develop NASH with advanced fibrosis (bridging fibrosis and cirrhosis) without the use of hepatotoxins and micronutrient-deficient diets, consequently compromising construct and, by extension, predictive validity [2,3,4].

Uniquely, guinea pigs develop NASH with advanced fibrosis when subjected to a westernised diet [5,6,7]. Similar to human NASH, lesions originate from the hepatic central veins and sequentially progress from mild fibrosis to advanced (bridging) fibrosis within 25 weeks [6,7]. Furthermore, guinea pigs and humans share an LDL-dominant lipoprotein profile in contrast to the HDL-dominant profile of rats and mice, and targeted analysis of genes related to hepatic lipid metabolism, inflammation, and fibrogenesis further supports a high degree of similarity between the guinea pig disease model and human NASH [8,9]. However, unbiased systematic analysis of the guinea pig NASH transcriptome has not previously been undertaken, and is impeded by the incompletely annotated guinea pig genome. Using RNA sequencing and human orthologue mapping to improve annotation, this paper investigates the translational validity of the guinea pig NASH transcriptome and directly compares transcriptome remodelling to profiles from two patient datasets representing either mild or advanced disease, and three frequently used mouse models. Lastly, we propose a selection of candidate genes present in both human and guinea pig fibrotic NASH that may prove valuable in future drug discovery and biomarker development.

## 2. Materials and Methods

### 2.1. Animals

Animal experiments were approved by the Animal Experimentation Inspectorate under the Danish Ministry of the Environment and Food, and in accordance with the European Legislation of Animal Experimentation 2010/63/EU.

This study utilises a subset of liver samples, collected from intact nonperfused livers, from a previously published study [6]. Briefly, 10-week-old female Hartley guinea pigs (Charles River Laboratory, Lyon, France) were allowed one week of acclimatisation before being block-randomised into groups on the basis of body weight. Consistent with previous studies, this study was only performed on female guinea pigs, as hierarchical fighting in males is a critical welfare concern in long-term studies of this kind. The guinea pigs were fed a high-fat (20% fat, 15% sucrose, and 0.35% cholesterol) or chow (4% fat, 0% sucrose, 0% cholesterol) diet for 25 weeks. The exact dietary compositions were published elsewhere [6]. Six high-fat-fed animals with grade 3 (bridging) fibrosis and six randomly selected control animals without NASH and fibrosis were used for RNA sequencing.

At termination, the animals were preanaesthetised with 0.8 mL/kg body weight Zoletil mix (125 mg tiletamine (0.93 mg/kg), 125 mg zolazepam (0.93 mg/kg, Zoletil 50 Virbac Laboratories, Carros, France) + 200 mg xylazine (1.49 mg/kg, Narcoxyl vet 20 mg/mL; Intervet International, Boxmeer, Holland) + 7.5 mg butorphanol (0.06 mg/kg; Torbugesic vet 10 mg/mL; Scanvet, Fredensborg, Denmark) diluted 1:10 in isotonic NaCl), placed on isoflurane (3–5%) and, following the disappearance of intradigital reflexes, euthanised by decapitation as previously described [6].

### 2.2. Liver Samples and Histology

Liver samples were collected from the left lateral lobe (lobus hepatis sinister lateralis), snap-frozen in liquid nitrogen, stored at −80 ^°^C or fixed in paraformaldehyde, and subsequently embedded in paraffin and stained with haematoxylin and eosin or Masson’s trichrome for histological evaluation as previously published [6]. Liver histology was scored in accordance with guidelines by Kleiner et al. [10]. Steatosis was scored as 0 (5%), 1 (5–33%), 2 (>33–66%), or 3 (>66%) of the overall parenchymal tissue. Ballooning was scored as 0 (none), 1 (few/minimal), or 2 (many/prominent). Inflammation was scored in three lobuli, defined by two portal areas and one central vein as 0 (no foci), 1 (1 foci), 2 (2–4 foci), or 3 (>4 foci) per × 200 field. A focus was defined as ≥3 inflammatory cells in close proximity. Fibrosis was scored as 0 (none), 1A (mild, zone 3 perisinusoidal), 1B (moderate, zone 3 perisinusoidal), 1C (periportal), 2 (perisinusoidal and periportal), 3 (bridging), or 4 (cirrhosis). All scorings were performed in a randomised and blinded manner, and were previously published [6]. For the quantification of the relative fibrosis area, sections were stained with Picro Sirius Red and Weigert’s haematoxylin. Total collagen area was analysed on digital images of the entire liver section using VisioPharm Image analysis (version 2020.01.3.7887, VisioPharm, Hørsholm, Denmark) in accordance with quantifications of picrosirius red staining in liver samples from preclinical models and human patients [11,12]. Fibrosis area is shown in Supplementary Table S1, Additional File S1.

### 2.3. Guinea Pig Hepatic RNA Sequencing

RNA sequencing was performed on 12–24 mg of liver tissue from control (*n* = 6) and NASH animals with bridging fibrosis (*n* = 6). RNA extraction, purification, and sequencing were performed by QIAGEN Genomic Services (QIAGEN, Hilden, Germany). Briefly, library preparation was performed using a TruSeq^®^ Stranded mRNA Sample preparation kit (Illumina Inc., San Diego, CA, USA), and library size distribution was validated and quality-inspected on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Subsequently, single-read 75-nucleotide read-length sequencing was performed on the Illumina NextSeq 500 platform with 30 million reads per sample according to the manufacturer’s specifications (Illumina Inc., San Diego, CA, USA). Sequencing data are available at GEO expression omnibus with accession number GSE158168.

### 2.4. Transcriptome Analyses

FASTQ files obtained from QIAGEN Genomic Services were processed in Trimmomatic (version 0.38.0) [13]. Reads shorter than 50 bases were removed, and all reads were trimmed of the leading 9 bases due to base-call quality below a Phred score of 32 and biased sequence composition. Trimmed reads were mapped to the Ensembl Cavia Porcellus genome Cav.Por.3.0 (Ensembl release 98, September 2019) with Hisat2 (version 2.1.0); multimapped reads were ignored for further analysis [14]. Subsequent transcript assembly and quantification were performed using Stringtie and Stringtie merge (version 1.3.6) [15], using the Cav Por.3.0 gene annotation as a guide. As the guinea pig genome is incompletely annotated, BioMart (version 2.42.0) [16] was used instead to obtain human orthologues (GRCh38.p13, Ensembl release 98, September 2019). Although the evolutionary distance of the guinea pig genome is marginally smaller to that of mice than to that of humans [17], many of the regulatory mechanisms of the immune system are more comparable between humans and guinea pigs [18]. Human orthologues were obtained with a sequence identity cut-off >50% using the Bioconductor package (version 3.10) [19]. Genes without annotation were excluded from analysis, resulting in a total of 17,332 unique genes. 

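The deposited count table holds 39061 rows, each named by a StringTie locus or an Ensembl guinea pig gene and none by a symbol. The deposited table of regularised log (rlog) values holds 11896 human orthologue symbols and no locus names. To find the count row behind each symbol, the rlog transformation was repeated with DESeq2 on the 18422 count rows with a total of at least 200 counts over the 12 animals, the row with the nearest values was taken for each symbol, and the transformation was repeated on the rows found until they no longer changed. The repeated and the deposited values then differed by at most 8e-07 on the log2 scale. The 11896 symbols came from 11031 count rows, because 1515 symbols (12.7%) shared their row with another symbol. More than 1 symbol stood on 650 of the rows, and the row with the most carried 19. For 2 symbols the row had a twin with the same counts in every animal, so that the choice between the pair of rows was arbitrary. A further 7391 rows with a total of at least 200 counts carried no symbol and were outside the genes tested.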

To diminish background noise, genes with total read count < 200 across all samples were excluded from subsequent analysis, producing a final list of genes containing 11,896 genes, for which differential expression was calculated using DESeq2 (version 1.26.0) [20].

### 2.5. Protein–Protein Association Network

A protein–protein association network was built using Cytoscape (version 3.8.0) [21] of the 100 proteins with the strongest association to NASH, as annotated by the DISEASES database [22,23]. Protein–protein associations were based on different confidence channels (e.g., physical association from experimental data and functional associations from curated pathways, automatic text mining, and prediction methods) provided by the STRING database [24,25]. A STRING confidence score of at least 0.7 was applied. For gene identifiers *CBLC, CCN1, RACK1, PCDHGA6*, and *HCN2,* no exact match was found by Cytoscape, and they were thus excluded from analysis.

### 2.6. Translational Aspects of the Guinea Pig Model

To investigate the translatability and benchmark the guinea pig as a model of NASH, the transcriptome was compared to two human datasets and three murine datasets (Table 1), which were all publicly available through the GEO expression omnibus [26]. Specifically, the guinea pig transcriptome was compared to human dataset (GSE126848) Human NASH1 (HNASH1) consisting of 14 healthy patients and 16 patients diagnosed with NASH (steatosis–activity–fibrosis ≥ 2) [27,28]. To determine if a core set of NASH-associated advanced-fibrosis genes could be identified for NASH irrespective of species, the guinea pig dataset was compared to human gene-expression data (GSE49541) Human NASH 2 (HNASH2), consisting of 40 patients with mild (F0–F1) nonalcoholic fatty liver disease (NAFLD) and 32 patients with advanced NAFLD and F3–F4 fibrosis [29]. In addition, guinea pig expression data were compared to two preclinical mouse NAFLD models, Western Diet 1 (WD1) (GSE52748) [30], Western Diet 2 (WD2) (GSE38141) [31], and one preclinical mouse NASH model, DIAMOND (GSE67680) [32] (Table 1). The mouse models were selected on the basis of similarity in dietary content (high fat, cholesterol, and sucrose), the availability of data, and the inclusion of a relevant control group without NASH and fibrosis.

### 2.7. Correlation Analysis of Gene Expression and Fibrosis Quantification

Genes potentially linked to advanced fibrosis stages were identified by correlating the normalised rlog-transformed values [20] for each gene to the relative fibrosis area of each animal (Supplementary Table S1, Additional File S1). We selected genes with a Pearson correlation coefficient of ≥0.8 for both all animals (control and NASH) and NASH animals alone. Additionally, the direction (negative or positive) of the Pearson correlation coefficient had to be identical for both groups (NASH animals alone and all animals). Lastly, only genes with log2 fold change >1 in the guinea pig dataset and a similar expression pattern (up- or downregulated) in the human dataset (GSE49541) were selected. For the regression analysis of each gene, see Additional File S2.

### 2.8. Statistical Analysis

Guinea pig and human dataset HNASH1 (GSE126848) were analysed by high-throughput sequencing [28]. Raw counts from RNA sequencing analysis were used as input for differential expression analysis performed with the DEseq2 package [20]. In contrast, human dataset HNASH2 (GSE49541) [29] and murine datasets (WD1 [30], WD2 [31], DIAMOND [32]) are array datasets, and the LIMMA package (version 3.42.2) [33] was used instead to identify differentially expressed genes (DEGs). For all datasets, DEGs were defined as genes with a Benjamini–Hochberg corrected *p*-value (*q*-value) < 0.05. For selection of the top 20 or top 200 DEGs in any dataset, the criterion for inclusion was *q* < 0.05, and genes were sorted by absolute log2 fold change. Gene set enrichment analysis (GSEA) was performed on log2 fold change pre-ranked values using the fgsea (version 1.12.0) package in R [34]. Pathways used as input were obtained from the Molecular Signature Database (MSigDB) [35,36,37]. Hallmark pathways [37] provided an overview when comparing animal and human datasets. For the analysis of a selected set of pathways, the Reactome pathways were applied [38]. When identifying the top 50 enriched Reactome pathways, the top 25 downregulated and the top 25 downregulated pathways were selected on the basis of their absolute normalised enrichment score and *q* < 0.1. The full analysis of Hallmark gene sets and leading edge genes defined as the genes accounting for most of the enrichment signal are shown in Supplementary Table S3, Additional File S1 [36]. Principal-component analysis was performed on normalised transformed values that had been obtained using Deseq2 [20] (GP, HNASH1) or LIMMA [33] (DIAMOND, WD1, WD2) packages. All genes were included unless otherwise stated. For correlation analysis, Pearson’s correlation was used and *p* values < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Guinea Pig NASH Development and Disease Stage

High-fat-fed guinea pigs developed NASH with advanced bridging fibrosis (F3) as previously reported (Figure 1) [6]. Steatosis (*p* < 0.01), inflammation (*p* < 0.01), hepatocyte ballooning (*p* < 0.05), and fibrosis (*p* < 0.01) were evident in all NASH animals compared to healthy controls (Table 2) as previously reported [6]. In accordance with advanced fibrosis (F3) stage, the relative fibrosis area was significantly increased in NASH animals compared to in the controls (*p* < 0.001).

### 3.2. The Hepatic Transcriptome Clearly Distinguishes Guinea Pigs with NASH from Controls

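RNA sequencing of liver tissue covered 6 guinea pigs with NASH and 6 controls, all female Hartley animals that had been block-randomised by body weight and fed a high-fat or a chow diet for 25 weeks. For sequencing, the animals with NASH were chosen for bridging fibrosis, and the controls were drawn at random from those without NASH and fibrosis. Strand-specific mRNA libraries were read from a single end, and the livers had not been perfused, so that blood was part of the tissue. The authors trimmed the reads with Trimmomatic, mapped them with Hisat2 to the Cavpor3.0 genome, ignored multimapped reads and assembled and quantified loci with StringTie. They deposited the raw count of reads per locus and animal, without normalisation, together with rlog values made from these counts. The paper's text names no sequencing batch, and no batch was compared. The counts of an animal added up to between 16980274 and 28636467 in controls (median 23931634.5) and to between 23704607 and 33091460 in guinea pigs with NASH (median 26337706.5). Values are given in CPM, the counts relative to the animal's total after scaling by edgeR's TMM method, which corrects for differences in library composition. The TMM factors were between 0.804 and 0.875 in controls and between 1.116 and 1.241 in guinea pigs with NASH. *ALB* alone took 6.34 ± 0.54% (SD, n = 6) of the counts in controls and 3.58 ± 0.55% (SD, n = 6) in NASH. The 20 rows with the largest share together took 21.0 ± 0.61% (SD, n = 6) in controls and 15.8 ± 0.73% (SD, n = 6) in NASH. A gene without a count can still hold up to 3 counts, which is up to 0.214 CPM in a control and up to 0.105 CPM in an animal with NASH. These limits cover counting error only. The counts of any pair of animals of the same group differed by at least 46.7 times the variance that counting error gives, so no library was present more than once. Expression was compared with edgeR's quasi-likelihood test over the 11896 genes of the paper's methods, and a gene with a Benjamini-Hochberg adjusted p-value under 0.05 was taken as a DEG.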

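By edgeR's test, 6411 genes were differentially expressed, of which 3318 were higher and 3093 lower in guinea pigs with NASH. An unadjusted p-value under 0.05 was reached by 6991 genes. The median log2 fold change was 0.90 over the higher DEGs and −0.56 over the lower DEGs. An absolute log2 fold change of at least 1 was reached by 2159 DEGs, 1523 of them higher and 636 lower. In 4007 genes (33.7%), the CPM of all 6 animals with NASH lay on the same side of all 6 controls, 2191 higher and 1816 lower, where chance gives 0.216% of genes. Of the DEGs, 791 shared their count row with another symbol, and 5951 count rows stood behind all 6411. With DESeq2, the program named in the paper's methods, 6683 genes passed the same threshold, and 6396 of them were DEGs by edgeR as well, all in the same direction. The number moved most in a test against an absolute log2 fold change of 1, which left 1100 genes. With library size alone in place of the TMM factors, the median log2 fold change of all genes moved to 0.48, and 7603 genes were higher and 911 lower.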

A total of 6683 DEGs were identified between guinea pigs with NASH and controls (*q* < 0.05). Principal-component analysis (Figure 2A) showed a clear separation of the two groups, corroborating distinct transcriptomic differences between NASH and control animals. 

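The components were recomputed from the deposited rlog values of all 11896 genes, centred and not scaled, in the 12 animals. The first component held 64.0% of the variance and the second 5.63%. On the first component, controls lay between −26.9 and −20.7, with a mean of −23.3 ± 2.1 (SD, n = 6). Guinea pigs with NASH lay between 17.5 and 28.2, with a mean of 23.3 ± 4.0 (SD, n = 6). The groups did not overlap (two-sided exact permutation test of the difference in means, p = 0.00216, the smallest value that 6 animals against 6 allow). On the second component the group means did not differ by the same exact test (p = 0.957). Scores on this component are uncorrelated with those on the first, which already separates the groups, so this test decides nothing. The variance on the first component moved most, to 45.6%, when every gene was scaled to unit variance, and the groups remained apart.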

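All 20 genes of Table 3 were DEGs by edgeR's test in the direction of the table, and in each of the 20 the CPM of the animals with NASH did not overlap that of the controls. The paper picked these genes on the same animals, so their number is not independent evidence. No control had a count for 12 of them, so their fold changes are lower bounds, computed against the limit of 3 counts. *KRT23* was at 0 CPM in controls and at 19.5 ± 5.35 CPM (SD, n = 6) in NASH, at least 90.8-fold higher (adjusted p = 6.72e-07 from edgeR). *CCL7* was at least 24.6-fold higher, at 5.27 ± 0.75 CPM (SD, n = 6) in NASH (adjusted p = 3.49e-07 from edgeR). *PAK6*, *DSG4* and *TNFSF18* were at least 30.3-fold, 12.9-fold and 9.63-fold higher. *ECT2*, at 3.35 ± 2.83 CPM (SD, n = 6) in NASH, was at least 15.6-fold higher (adjusted p = 0.000419 from edgeR), and *STAR*, at 3.19 ± 2.86 CPM (SD, n = 6), was at least 14.9-fold higher (adjusted p = 0.00104 from edgeR). *CIB4* went the other way, from 4.76 ± 1.47 CPM (SD, n = 6) in controls to no count in NASH, at least 45.3-fold lower (adjusted p = 3.57e-06 from edgeR). Only 6 of the 20 genes had more than 3 counts in an animal of each group. *ADAMDEC1* rose from 0.106 ± 0.0859 to 30.4 ± 11.3 CPM (SD, n = 6 each), a log2 fold change of 7.93 (SE 0.42, adjusted p = 7.68e-08 from edgeR). *ATP6V0A4*, *VSIG1* and *MTHFD2* had counts in a single control each, and with it their log2 fold changes were 8.83, 8.07 and 7.41. Without that control no control has a count for them, so only a lower bound of the change is known, and all 3 stayed past the threshold of edgeR. With limma-voom, 18 of the 20 passed the threshold, and *KEL* (adjusted p = 0.0728 from limma) was among those that did not.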

The top 20 DEGs include genes involved in immune cell signalling (*ADAMDEC1*, *CCL7*, *TNFSF18*), cell-to-cell contact (*SPTA1*, *PAK6*, *DSG4*), cholesterol metabolism (*STAR*), and liver regeneration (*ECT2*) (Table 3). This is also reflected in the GSEA (Figure 2B), where the top 50 enriched pathways include extracellular-matrix organisation, MHC Class II antigen presentation, and cell-cycle mitosis. 

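For each pathway the paper names, a short list of well-known member genes was written without use of these animals, because the gene sets of the GSEA were not used here. The 12 lists were tested with limma's camera on log2 CPM with a preset inter-gene correlation of 0.01, each count row entering once, and adjusted over the 12 lists. The number of genes past the threshold is given over all genes tested, and it was the same when adjusted over the list alone unless stated. The extracellular matrix list had 21 of its 25 genes in the table, of which 17 were higher and 3 lower in NASH. Its median log2 fold change was 1.39 (adjusted p = 1.27e-05 from limma's camera), and its genes ranged from −0.99 for *FN1* to 4.21 for *COL1A1*. Of the MHC class II antigen presentation list, 11 of 21 genes were matched by their exact symbol. Of these, 8 were higher and 1 lower, with a median log2 fold change of 1.05 (adjusted p = 0.00263 from limma's camera). The table writes the hyphen of HLA symbols as a dot, and 5 of the 8 listed HLA genes were found that way after the data were seen. Of these 5, 2 were higher and 0 lower, with a median of 0.21, and with them 16 genes of the list were found, 10 higher and 1 lower, with a median of 0.72 (adjusted p = 0.00531 from limma's camera). The mitosis list had 26 of its 30 genes in the table, 24 higher and 1 lower, with a median log2 fold change of 3.42 (adjusted p = 7.74e-09 from limma's camera). *KIF2C* had no count in any control and was at least 8.52-fold higher, and with it at this bound the median was 3.40. All 12 lists had an adjusted p-value under 0.05 from camera, and all 12 from limma's fry. With an inter-gene correlation estimated from these animals, 0 of the 12 did (adjusted p from 0.0794 to 0.154 from limma's camera), and 6 had an unadjusted p-value under 0.05.

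**Figure D1:**
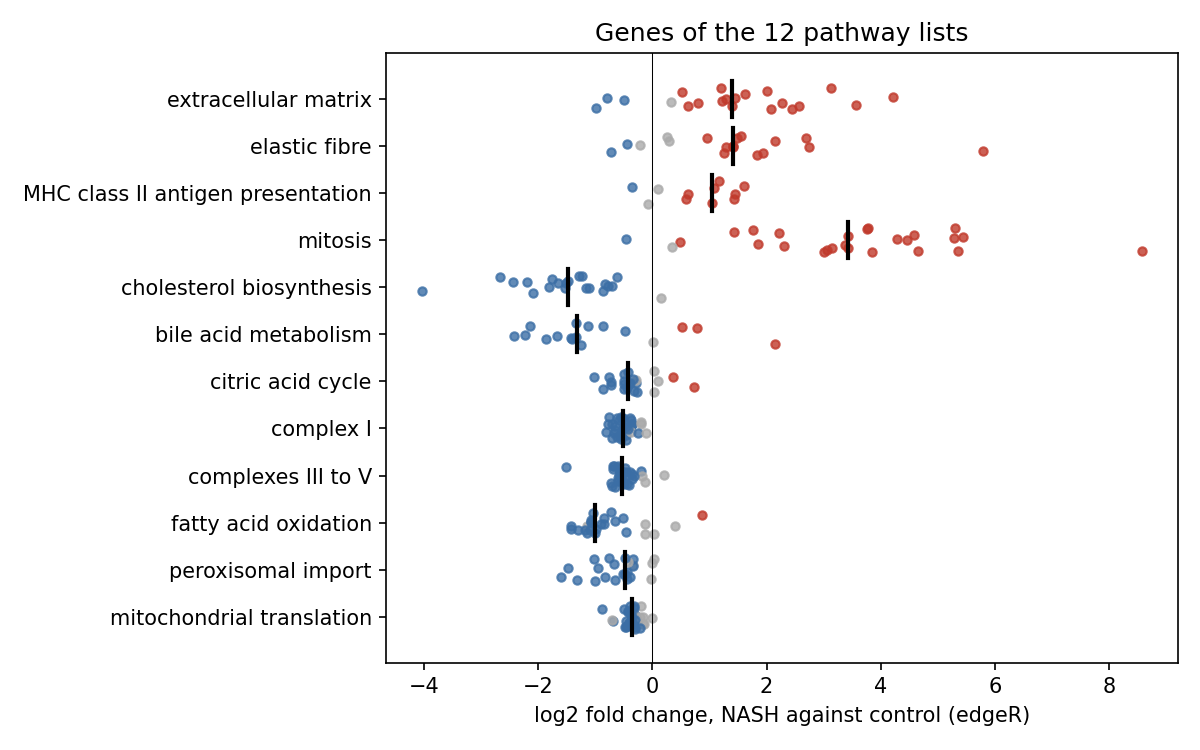
Log2 fold change (NASH against controls, edgeR) of the genes of the 12 pathway lists on the horizontal axis, with a row per list, a point per gene and a black line at each list's median. Red points are DEGs higher in NASH, blue points DEGs lower in NASH and grey points genes not past the threshold.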

Among the downregulated pathways were cholesterol biosynthesis, bile acid and bile salt metabolism, the citric acid cycle and respiratory electron transport and fatty acid metabolism.

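The lists of these pathways were tested in the same way. The cholesterol biosynthesis list had 21 of its 22 genes in the table, of which none was higher and 20 were lower in NASH, with a median log2 fold change of −1.48 (adjusted p = 2.45e-10 from limma's camera). *GGPS1* had the highest value, 0.14. Of the bile acid metabolism list, 17 of 22 genes were in the table, 13 lower and 3 higher, with a median of −1.33 (adjusted p = 4.63e-05 from limma's camera). *AKR1D1* fell by 2.42 on the log2 scale, whereas *ABCC3* rose by 2.15. All 23 genes of the citric acid cycle list were in the table, 17 lower and 2 higher, with a median of −0.42 (adjusted p = 0.000106 from limma's camera). Of the list of respiratory complexes III to V, 32 of 34 genes were in the table, 29 of them lower and none higher (30 lower when adjusted over the list alone), with a median of −0.53 (adjusted p = 4.46e-10 from limma's camera). All 25 genes of the fatty acid oxidation list were in the table, 19 lower and 1 higher, with a median of −1.0 (adjusted p = 5.76e-09 from limma's camera). *HSD17B4* had the lowest log2 fold change of this list, −1.43, and *ACADL* the highest, 0.86. With library size alone, which shifts the median of all genes, the medians of the citric acid cycle and of the complexes III to V were 0.06 (7 genes higher and 4 lower) and −0.05 (4 higher and 5 lower), or 0.42 and 0.53 below that of all genes.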

### 3.3. The Guinea Pig NASH Transcriptome Is Similar to That of Humans with Early-Stage NASH

The translational value of the guinea pig DEGs was assessed by comparing these to the 100 human genes most strongly associated with NASH, as annotated in the DISEASE database [22,23]. This comparison revealed that 60% of the human genes were differentially expressed in guinea pigs, whereas 40% were not, and is visualised as a protein–protein association network in Figure 3. 

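Of the 100 genes of Figure 3, read from the figure, 83 were among the genes tested and 17 were not in the table. By edgeR's test, 59 of the 83 were DEGs, 29 higher and 30 lower in NASH, and 60 when adjusted over the list alone. This was 71.1% of the tested network genes, against 53.8% of the other tested genes (odds ratio 2.11, two-sided Fisher's exact test across genes, p = 0.00181). Genes are not independent replicates, and the 59 genes came from 57 count rows. The largest rise was that of *CCL2*, with a log2 fold change of 5.93 (SE 0.42, adjusted p = 3.79e-07 from edgeR), followed by *LPL* with 4.33 (SE 0.16, adjusted p = 6.57e-09 from edgeR). The largest fall was that of *G6PC*, −2.16 (SE 0.15, adjusted p = 2.55e-07 from edgeR). In a test against an absolute log2 fold change of 1, 21 of the network genes passed the threshold, the alternative that moved the number most. The paper takes this comparison, beside those with the human and murine datasets, as further substance for the similarity between guinea pigs with NASH and patients.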

To further substantiate the translational findings, RNA sequencing results were also compared to a human dataset with early-stage NASH patients and healthy controls (HNASH1, GSE126848) [28]. Similar to the number of DEGs identified in guinea pigs, a total of 5964 DEGs (q < 0.05) were identified in the human dataset, and of these, 2697 (45.2%) genes were identical to the DEGs in the guinea pigs (Figure 4A). Moreover, the top 200 DEGs from the guinea pig dataset were sufficient to distinguish patients with early-stage NASH from healthy controls by using principal-component analysis (Figure 4B).

To benchmark these results in relation to other preclinical models of NAFLD/NASH (WD1, WD2, DIAMOND), the similarity of the animal models to the human dataset (GSE126848) was compared by investigating the comparability of enriched pathways. Figure 4C shows a heatmap based on normalised enrichment scores of all 50 hallmark pathways in the different animal and human datasets (GSE126848). The three murine models group together more closely compared to the guinea pig, and all four rodent models are more similar to each other than to the human dataset. Importantly, the GSE126848 dataset is derived from patients with early NASH as opposed to the more severe NASH in the guinea pigs, which may reduce comparability between groups. In contrast to the animal models, 14 pathways were uniquely downregulated in the human dataset. These 14 pathways include inflammatory signalling (e.g., inflammatory response (*q* < 0.01), complement (*q* < 0.05), and IL2 STAT5 signalling (*q* < 0.1)). 

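*CCL20* rose from 0.170 ± 0.165 CPM (SD, n = 6) in controls to 2.09 ± 0.491 CPM (SD, n = 6) in guinea pigs with NASH, a log2 fold change of 3.62 (SE 0.49, adjusted p = 5.34e-05 from edgeR). Its counts were between 0 and 6 in controls and between 55 and 86 in NASH. *CD44* rose from 88.2 ± 28.5 to 257 ± 20.5 CPM (SD, n = 6 each), a log2 fold change of 1.54 (SE 0.20, adjusted p = 3.54e-05 from edgeR). In both genes every animal with NASH was above every control.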

Leading edge genes specifically revealed *CD44* and *CCL20* (C–C motif chemokine ligand 20) to be differentially regulated in human and guinea pig datasets (Supplementary Table S3, Additional File S1). 

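In the guinea pigs, the leading-edge genes that the paper's supplement lists for adipogenesis number 79, of which 72 were in the table and 68 were lower in NASH by edgeR's test, with a median log2 fold change of −0.80. For the hallmark set of fatty acid metabolism, 69 of the 72 listed genes were in the table and 66 were lower, with a median of −0.90. These genes were selected by the enrichment on the same animals, so the counts are a description and not independent evidence.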

The downregulation of adipogenesis (*q* < 0.05) and fatty acid metabolism (*q* < 0.01) was only found in guinea pigs.

### 3.4. Guinea Pig NASH Transcriptome Resembles Human Advanced NASH

The translatability of the guinea pig transcriptome was also assessed in relation to patients with advanced disease. In contrast to the HNASH1 dataset, where most patients had ≤1 grade fibrosis (1 of 16 patients had grade 2 fibrosis), and all patients had ≤1 grade inflammation, the HNASH2 dataset compares NAFLD patients with either mild (grade 0–1) or severe (grade 3–4) fibrosis [28,29]. The top 200 DEGs from these patients distinguished guinea pigs and WD1 with NAFLD/NASH from the controls (Figure 5A,C). DIAMOND and WD2 animals could also be separated by these DEGs (Figure 5B,D), but their fraction of variance explained by first principal component PC1 was lower than that of guinea pigs and WD1.

In the GSEA, murine (WD1, WD2 and DIAMOND) models clustered, while guinea pigs and the HNASH2 dataset formed a separate cluster (Figure 5E). To explore this relationship, the top 50 enriched Reactome pathways in the HNASH2 dataset were compared to the top 50 enriched Reactome pathways in each of the preclinical models. Guinea pig and HNASH2 datasets share 17/50 (34%) enriched pathways, whereas the WD2, WD1, DIAMOND mice and HNASH2 datasets share 17/50 (34%), 7/50 (14%), and 9/50 (18%), respectively (see Supplementary Table S2, Additional File S1 for a list of matching pathways). The 17 pathways shared between guinea pigs and the patients with advanced fibrosis were all regulated in the same direction with 12 downregulated and 5 upregulated pathways (Figure 5F). 

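The elastic fibre list, written like the other pathway lists, had 18 of its 22 genes in the table. Of these, 13 were higher and 2 lower in guinea pigs with NASH, with a median log2 fold change of 1.41 (adjusted p = 0.000196 from limma's camera). *LTBP2* rose most, by 5.80, from 0.705 ± 0.433 to 38.7 ± 16.0 CPM (SD, n = 6 each). *VTN* had the lowest log2 fold change, −0.73.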

Consistent with advanced fibrosis in both guinea pigs and patients, the upregulated pathways (extracellular metabolism, ECM proteoglycans, elastic-fibre formation, molecules associated with elastic fibres) were linked to fibrosis. 

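In guinea pigs with NASH, 18 of the 23 genes found of the 24 on the peroxisomal import list were lower and none was higher, with a median log2 fold change of −0.48 (adjusted p = 7.74e-07 from limma's camera). *PHYH* fell most, by 1.60 on the log2 scale. Of the mitochondrial translation list, 37 of 38 genes were in the table, 29 lower and none higher (31 lower when adjusted over the list alone), with a median of −0.36 (adjusted p = 9.43e-08 from limma's camera). Its genes ranged from −0.89 for *TSFM*, whose row carries another symbol as well, to −0.01 for *MRPL13*. With library size alone the medians were −0.01 (3 genes higher and 6 lower) and 0.11 (9 higher and 1 lower), which is 0.49 and 0.37 below the median of all genes under that scaling.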

Downregulated pathways included mitochondrial processes such as the citric acid cycle and respiratory electron transport, peroxisomal protein import, mitochondrial translation, and fatty acid metabolism. Further evaluation of fatty acid metabolism leading edge genes revealed thyroid hormone responsive (*THRSP*) to be differentially regulated in HNASH2 and guinea pig datasets, whereas it was upregulated in HNASH1 (Supplementary Table S4, Additional File S1).

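In the guinea pigs, *THRSP* fell from 26.8 ± 20.8 CPM (SD, n = 6) in controls to 0.174 ± 0.191 CPM (SD, n = 6) in NASH, a log2 fold change of −7.33 (SE 1.02, adjusted p = 6.8e-05 from edgeR). The counts of this gene were between 30 and 1272 in controls and between 0 and 14 in NASH, without overlap in CPM. With each animal left out in turn, the log2 fold change stayed between −7.95 and −7.02. With limma-voom it did not pass the threshold (adjusted p = 0.0703 from limma).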

### 3.5. Identification of Potential New Biomarkers of Fibrosis Deposition

To identify genes directly related to the amount of fibrosis in our NASH guinea pigs, the relative fibrosis amount was correlated to the expression of the 11,896 identified genes. 

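The relative fibrosis areas used here are those of the paper's supplement, which gives a value for each of the 12 animals. From these, the mean area was 1.39 ± 0.24% (SD, n = 6) in controls, with a range from 1.097 to 1.718%, and 7.48 ± 1.81% (SD, n = 6) in NASH, with a range from 5.7 to 10.413% (two-sided exact permutation test, p = 0.00216, the smallest value that 6 animals against 6 allow). The animals with NASH had been chosen for bridging fibrosis, and the controls came from animals without fibrosis. The separation in area was thus largely set by this choice, and its p-value decides nothing. Because the areas of the groups form separate clusters, correlations with the deposited rlog values were computed within the 6 guinea pigs with NASH and within the 6 controls, and no correlation over all 12 animals is given. Each correlation was tested with a two-sided exact permutation test over the 720 pairings of areas and animals. Over the 11896 genes in NASH, 594 had an unadjusted exact p-value under 0.05 and 0 had an adjusted p-value under 0.05. The smallest exact p-value that 720 pairings allow, 0.00139, was reached by 11 genes, and the smallest adjusted value was 0.851. An adjusted value under 0.05 would need far more genes at this limit, so the adjusted test could hardly pass and does not exclude single genes.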

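Within the guinea pigs with NASH, 701 genes (5.89%) had an absolute Pearson's correlation of at least 0.8 with the relative fibrosis area, 338 of them positive and 363 negative. An absolute log2 fold change of at least 1 was reached by 78 of these, 42 with a positive and 36 with a negative correlation, from 75 count rows. When the 6 areas were paired with the 6 animals at random, 100 pairings including the real one gave a median of 627 genes at 0.8 (range 289 to 1620), and 36 of the 100 gave at least 701. With the fold change as well, the median over the pairings was 95 (range 32 to 376), and 73 of the 100 gave at least 78. The paper's screen had further criteria, a correlation of 0.8 over all animals with the same sign and a like direction in patients. These were not applied here. Of the 701 and the 78 genes, 226 and 34 remained at 0.8 without the 2 animals farthest from the median area, NASH animals 2 and 65. Within the controls, 781 genes reached 0.8, 146 of them with the fold change, and 6 genes reached it in both groups with the same sign. With Spearman's rho in place of Pearson's r, the alternative that moved the second count most apart from a stricter correlation, 154 genes met both criteria.

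**Figure D2:**
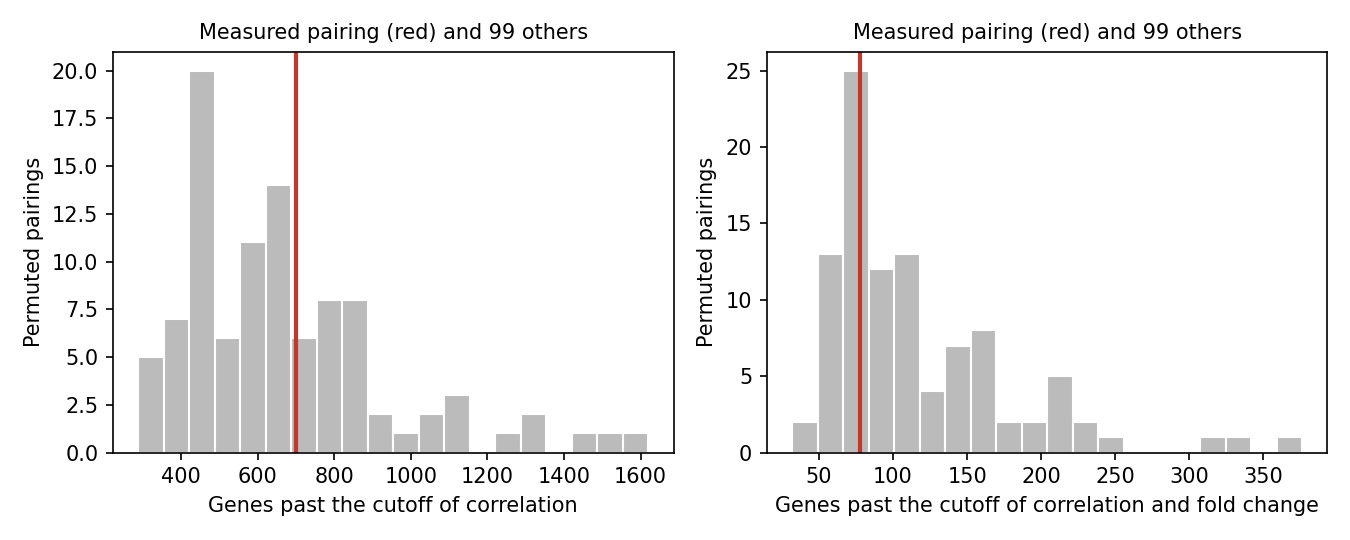
Histograms of the number of genes (horizontal axis) at an absolute correlation of at least 0.8 (left), and with an absolute log2 fold change of at least 1 as well (right), over random pairings of the fibrosis areas with the 6 guinea pigs with NASH (vertical axis, number of pairings). The red line marks the real pairing, with 701 genes on the left and 78 on the right.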

Only genes with a correlation coefficient of ≥0.8 and a log2 fold change of ≥1 were included. Each gene was compared to the two human datasets HNASH1 and HNASH2, which consisted of NASH patients with mild disease and NASH patients with advanced fibrosis (grade 3–4), respectively. 

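Within the 6 guinea pigs with NASH, 8 of the 9 genes of Table 4 had an absolute Pearson's r of at least 0.8, and the same 8 were among the 78 genes of the screen. *CHST11* had r = 0.87 (exact permutation p = 0.0139) and rho = 0.94, and r was 0.65 without NASH animals 2 and 65. *ACKR3* had r = 0.87 (exact permutation p = 0.0278) and rho = 0.71, and r stayed at 0.87 without these animals. For *BIRC3*, r was 0.82 (exact permutation p = 0.0694) and rho 0.77, and r was 0.95 without them. *FZD7* (r = 0.83, exact permutation p = 0.0458, rho = 0.71) and *EMP3* (r = 0.81, exact permutation p = 0.0458, rho = 0.49) fell to r = 0.24 and r = −0.54, so that their relation rests on these 2 animals. *RGS14* had r = −0.81 (exact permutation p = 0.0542) and rho = −0.54, and likewise r = −0.31 without them. Spearman's rho was at least 0.8 in absolute value for 3 of the 9 genes, *CHST11*, *RHBDF1* (0.89) and *SERPINB9* (−0.89). Of these, *SERPINB9* was not among the 8 genes that reached 0.8 by Pearson's r. Its values here are those of the row with exactly that name. The numbered copy *SERPINB9.1*, examined after these values were seen, had r = 0.84 and a log2 fold change of 1.42. Both match the paper's values for *SERPINB9*. Adjusted over the list alone, the p-values of Pearson's r (exact permutation) were between 0.0625 and 0.175, and adjusted over all genes they were 0.851. The paper chose the list on these animals, so the first is not independent evidence. In the controls, r of the 9 genes was between −0.81 for *CHST11* and 0.85 for *BIRC3*, with a smallest adjusted value of 0.288 over the list alone (exact permutation). Between the groups, the log2 fold changes of *ACKR3*, *BIRC3*, *CHST11*, *EMP3* and *FZD7* were 1.36, 1.12, 1.17, 1.50 and 1.20, and that of *RGS14* was −1.58, all with an adjusted p-value of at most 0.00473 from edgeR.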

The final list comprises nine genes: *ACKR3, BIRC3, CHST11, EMP3, FZD7, RGS14, RHBDF1, SERPINB9*, and *VWF* (Table 4; for regression analysis, see Additional File S2).

## 4. Discussion

This paper shows the first comparison of human and guinea pig NASH transcriptomes, and reveals the high translational potential of this model compared to the included murine models. DEGs clearly separated guinea pigs with NASH from healthy controls, and GSEA revealed an over-representation of fibrosis-related signalling, while energy-generating processes were downregulated. Importantly, guinea pigs with NASH and advanced fibrosis (F3) recapitulate the transcriptional profile of NASH patients with advanced (F3–F4) fibrosis, emphasising that the guinea pig NASH model possesses high translational potential, which can be used in drug and biomarker discovery.

A comparison of the guinea pig transcriptome to the human dataset (GSE126848 (HNASH1)) demonstrated that the top 200 DEGs in NASH guinea pigs were able to separate patients with NASH from healthy individuals [28]. This similarity was further substantiated by the 60% overlap in guinea pig NASH DEGs and human genes from the DISEASE database [23], and a separate grouping of guinea pigs and patients from the HNASH2 dataset in the GSEA compared to the murine models. However, some pathways displayed altered regulation in guinea pigs compared to the HNASH2 dataset, including heme metabolism, cholesterol homeostasis, and the reactive-oxygen-species pathway. In this aspect, differences in pathways associated with cholesterol homeostasis are not surprising, as the guinea pig HF diet contains an excess (0.35%) of cholesterol. 

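Of the guinea pig leading-edge genes in the paper's supplement, 25 of the 26 listed for heme metabolism were higher in NASH by edgeR's test, with a median log2 fold change of 3.23. For cholesterol homeostasis, all 16 listed genes were higher, with a median of 1.98. Of the 10 genes listed for the reactive-oxygen-species pathway, 8 were in the table and all 8 were higher, with a median of 1.28. The leading edge holds the genes of a set that were selected on these animals for their change, so these counts do not describe the whole sets. The cholesterol biosynthesis list, written without use of these animals, went the other way, with 20 of its 21 genes in the table lower and none higher in NASH and a median of −1.48.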

Differences in the content and composition of dietary fatty acids may also induce alterations in hepatic metabolism and associated pathways that may influence end points and limit comparisons between studies, underlining controlled dietary regimes as a central point of attention when modelling this disease [47]. Similar to humans with advanced NASH (HNASH2), adipogenesis and fatty acid metabolism gene sets were downregulated in the guinea pig, in contrast to humans with mild disease (HNASH1) and the murine datasets (WD1, WD2 and DIAMOND). Fatty acid metabolism was also among the 17 shared pathways between HNASH2 and guinea pigs, supporting effects on hepatic lipid turnover as a factor in disease development. To delineate specific genes for advanced disease, leading edge genes for each dataset were reviewed (Supplementary Table S4, Additional File S1). *THRSP* was highly downregulated in the guinea pig and HNASH2 datasets compared to HNASH1, indicating a specific role for THRSP in advanced disease. Decreased THRSP serum levels is reported in patients with metabolic syndrome (increased BMI, HbA1c, triglycerides, alanine-transaminase, and lower HDL-C) compared to healthy individuals, supporting a differential regulation of THRSP when (lipid) metabolism is altered; however, hepatic histopathological status was not recorded, preventing cross-referencing to NASH [48]. Thus, increased expression in the HNASH1 dataset and decreased expression in HNASH2 and guinea pigs, and lower serum THRSP levels in patients with metabolic syndrome could indicate that THRSP varies with disease state and stimuli, and might be upregulated in mild disease, but downregulated in advanced disease. Accordingly, THRSP could be a marker of advanced NASH and would be interesting to assess as a serum marker in patients with advanced NASH. Genes involved in, e.g., steatosis-promoting pathways may be overlooked in the HNASH2 dataset, as both patient groups displayed similar degrees of hepatic steatosis. Furthermore, both patients groups were obese (BMI > 30), whereas the guinea pigs analysed in this study did not differ in body weight, also differing from the murine models, in which all Western diet-fed groups had significantly higher body weight compared to that of the controls. Regarding data analysis, only this study considered human orthologues for gene annotation of the animal model, which might also account for some of the similarity between guinea pig and human datasets.

Mitochondrial β-oxidation is central for hepatic lipid metabolism, and mitochondrial dysfunction is considered to be a symptom of advanced NASH [49,50]. Accordingly, complex 1 biogenesis and respiratory electron transport were downregulated in humans (HNASH2), guinea pigs and DIAMOND mice that also have advanced disease, indicating an overlap in late-stage pathogenesis between these models and humans [29,32]. 

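In the guinea pigs, 33 of the 37 genes of the complex I list were in the table, and 29 were lower and none higher in NASH (31 lower when adjusted over the list alone). Their median log2 fold change was −0.52 (adjusted p = 1.66e-10 from limma's camera), ranging from −0.81 for *NDUFC2* to −0.11 for *NDUFV2*. With library size alone the median was −0.05, with 4 genes higher and 6 lower, because that scaling moves the median of all genes upwards.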

The protein–protein association network demonstrated either the down- or no regulation of key genes involved in mitochondrial β-oxidation, including *CPT1A, PPARA,* and *ACOX1* in guinea pigs with NASH. 

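In the guinea pigs, *CPT1A* was at 117 ± 86.5 CPM (SD, n = 6) in controls and at 52.6 ± 42.4 CPM (SD, n = 6) in NASH, and the difference did not exceed the spread between animals (log2 fold change −1.15, SE 0.58, adjusted p = 0.114 from edgeR). *PPARA* did not differ between groups either, at 110 ± 42.4 and 124 ± 18.3 CPM (SD, n = 6 each), with a log2 fold change of 0.16 (SE 0.30, adjusted p = 0.665 from edgeR). Control animal 5 was at 26.2 CPM for *PPARA*, and without it the log2 fold change was −0.04.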

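Among the guinea pig leading-edge genes that the paper's supplement lists for the peroxisome, 31 of 32 were in the table and 30 were lower in NASH by edgeR's test, with a median log2 fold change of −1.10. For oxidative phosphorylation, 112 of 116 were in the table and 107 were lower, with a median of −0.58. The leading edge was selected on the same animals, so these counts are a description and not independent evidence.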

Compared to HNASH1 patients, the advanced NASH guinea pig showed downregulation of other mitochondrial processes, i.e., peroxisome and oxidative phosphorylation. Increased mitochondrial activity was reported in patients with mild disease, similar to in the HNASH1 dataset [51]. This could be a compensatory mechanism to mitigate hepatic lipid overload by increasing fatty acid oxidation, which, over time, results in increased levels of oxidative stress and ultimately reduces mitochondrial oxidative capacity, as reported in patients with advanced disease [49]. Thus, the different stages of disease (mild vs. advanced) are likely to account for differences between HNASH1 and guinea pig expression patterns.

Within the group of inflammatory response genes HNASH2, guinea pig and murine models showed upregulated expression patterns. 

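Of the 50 guinea pig leading-edge genes that the paper's supplement lists for the inflammatory response, 49 were in the table and 48 were higher in NASH by edgeR's test, with a median log2 fold change of 1.69. These genes were selected on the same animals, so their number is not independent evidence.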

Closer inspection of the genes in leading edge analysis (Supplementary Table S3, Additional File S1 (highlighted in yellow)) revealed that *CCL20* and *CD44* were upregulated in HNASH2 and guinea pigs, but not in HNASH1. CCL20 is a strong chemoattractant for lymphocytes and the main ligand of the chemokine receptor CCR6, and is expressed by cholangiocytes, Kupffer cells, hepatocytes, and hepatic stellate cells [52,53]. Differential expression analysis in healthy individuals and NASH patients with lobular inflammation showed *CCL20* to be among the top 20 genes with the highest fold-change levels [54]. Furthermore, increased serum levels of CCL20 were found in NASH patients with severe fibrosis compared to those of healthy individuals [52]. In addition, the serum levels of soluble CD44 were increased in patients with NASH (*n* = 39) vs. non-NASH (*n* = 25) [55]. CD44 plays a major role in hepatic leukocyte recruitment and infiltration [56]. *CD44* null mice showed markedly decreased hepatic macrophage and neutrophil infiltration compared to wild types in response to a methionine–choline-deficient diet, and were partially protected from inflammation compared to wild types in response to a lithogenic diet [55,57]. Thus, the increased expression of *CCL20* and *CD44* appears to be linked to inflammation in NASH. As both factors can be readily measured in serum, these proteins may be interesting as biomarker candidates.

With regards to hepatic fibrosis, 4/17 of the overlapping pathways between guinea pigs and advanced NASH patients (HNASH2) are exclusively related to fibrosis. None of the pathways overlapping between DIAMOND and advanced NASH patients are involved in fibrotic processes, whereas WD1 and WD2 showed 3/7 and 12/17 of overlapping pathways, respectively. In the principal-component analysis, guinea pigs and WD1 were clearly separated by the DEGs from patients with advanced vs. mild disease (HNASH2), whereas the WD2 and DIAMOND datasets did not separate as clearly. This analysis could well be confounded by factors within the individual experiments; however, these results may collectively indicate that the fibrotic signalling network in the DIAMOND model is different from the human network, or less regulated than that in guinea pigs or WD mice. Extracellular-matrix organisation is also upregulated in DIAMOND mice, though not included in the 50, as is the case for the human and guinea pig dataset. With regards to oxidative capacity and fibrosis signalling, the guinea pig model seems to mirror the human NASH transcriptome to a higher degree than the other included preclinical models. The two human datasets include either patients with mild disease (HNASH1) or more severe NASH (HNASH2), but no healthy controls. Thus, to confirm if these findings are consistent in more progressive NASH with increased fibrosis, a comparison is warranted between the guinea pig transcriptome and an advanced NASH patient group compared to a matched healthy control. In line with the ability to display several of the human histopathological hallmarks of NASH (including fibrosis), the current findings demonstrate a clear advantage of the guinea pig model. A relatively novel preclinical model of this disease, the currently disclosed transcriptome supports a high degree of translational validity, putatively enforcing increased predictability of findings between guinea pig NASH and human patients. In this aspect, potential challenges with applying the guinea pig model (e.g., different species preferences and requirements compared to mice and rats) are outweighed. We recently reported an impact of breeder-associated variation on guinea pig NASH development [58]. Consequently, there could be differences in the NASH transcriptome between animals from different breeders, rendering the presented findings limited to guinea pigs bred at Charles River (Lyon, France).

The above findings show high similarity between guinea pig and human fibrotic gene expression, prompting further investigation of specific targets, with high clinical potential. This yielded a list of nine fibrosis-related genes, of which two secreted factors, von Willebrand factor (*VWF*) and serpin family B member 9 (*SERPINB9*), showed high correlation with the relative fibrosis area. vWF is secreted from endothelial cells, and circulating levels of vWF predicted mortality and risk of decompensation in patients with cirrhosis [59,60,61]. Furthermore, vWF increases with fibrosis stage in hepatitis C and NASH patients, supporting this as a potential marker of advancing hepatic fibrosis [42,62]. 

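Within the guinea pigs with NASH, *VWF* had r = 0.86 (exact permutation p = 0.0278) and rho = 0.71 (exact permutation p = 0.136), and r was 0.76 without NASH animals 2 and 65. In the controls its r was 0.69 (exact permutation p = 0.117). *VWF* rose from 16.6 ± 2.45 to 45.6 ± 11.5 CPM (SD, n = 6 each), a log2 fold change of 1.46 (SE 0.16, adjusted p = 7.85e-06 from edgeR). *SERPINB9* had r = −0.55 (exact permutation p = 0.175) and rho = −0.89 (exact permutation p = 0.0333) in NASH, and r = −0.59 without the same animals. Its log2 fold change was 1.91 (SE 1.07, adjusted p = 0.153 from edgeR), with a mean of 1.15 ± 2.08 CPM (SD, n = 6) in NASH. NASH animal 20 alone was at 5.39 CPM, and without it the log2 fold change was 0.01 (adjusted p = 0.994 from edgeR). The table also holds numbered copies of the symbol, which were examined after the values of *SERPINB9* had been seen. *SERPINB9.1* had r = 0.84 (exact permutation p = 0.0639) in NASH and a log2 fold change of 1.42 (adjusted p = 0.000985 from edgeR). Both match the values that the paper gives for *SERPINB9*, so its entry most likely comes from this copy. For *SERPINB9.2*, *SERPINB9.4* and *SERPINB9.5*, r was −0.61, 0.38 and 0.54. The paper proposes *VWF* as a possible marker of progressing liver fibrosis. It draws on the correlation of *VWF* with the fibrosis area and on its rise in guinea pigs and in patients with advanced fibrosis. That the protein is secreted and published work on circulating von Willebrand factor are part of its case too.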

Increased *SERPINB9* expression was also reported in patients with hepatocellular carcinoma [63]. SERPINB9 could be a circulating biomarker for cytomegalovirus infection, and immunostainings confirmed the hepatocyte expression of SERPINB9 in cirrhotic hepatitis C patients [64,65]. Several of the other identified genes encode proteins that indirectly regulate the release of soluble factors to the bloodstream. This includes rhomboid 5 homolog 1 (RHBDF1), which has the highest overall correlation coefficient and regulates the activity of ADAM metallopeptidase domain 17 (ADAM17), which in turn regulates the release of tumour necrosis factor-α (TNF-α) [66]. Thus, RHBDF1 indirectly mediates the detachment of surface molecules, including TNF-α, known to contribute NASH progression, which was also among the 60 genes in common between guinea pigs and NASH patients identified from the DISEASE database [66,67,68]. 

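Within the guinea pigs with NASH, *RHBDF1* had r = 0.92 (exact permutation p = 0.00972) and rho = 0.89 (exact permutation p = 0.0333), the largest r of the 9 genes. Without NASH animals 2 and 65, r was 0.93. In the controls its r was −0.38 (exact permutation p = 0.567). It rose from 9.67 ± 1.34 to 21.7 ± 3.17 CPM (SD, n = 6 each), a log2 fold change of 1.17 (SE 0.11, adjusted p = 3.53e-06 from edgeR).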

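*TNF* rose from 0.756 ± 0.340 CPM (SD, n = 6) in controls to 2.31 ± 0.519 CPM (SD, n = 6) in guinea pigs with NASH, a log2 fold change of 1.58 (SE 0.27, adjusted p = 0.000325 from edgeR). Every animal with NASH was above every control.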

Only four of the nine genes correlating with relative fibrosis area have been investigated, to the best of our knowledge, in relation to NASH. Consequently, the remaining five genes sharing a high correlation to hepatic fibrosis area and a similar expression pattern in patients with advanced NASH may serve as putative biomarkers worthy of future investigation.

## 5. Conclusions

This study showed significant overlap between the transcriptomes of the guinea pig NASH model and NASH patients with advanced fibrosis on a pathway and single-gene level. In addition to similarities in liver histopathology, this further establishes the guinea pig as a model of fibrotic NASH with high translational validity. Moreover, several genes correlating with the amount of hepatic fibrosis in guinea pigs displayed a similar expression pattern in NASH patients, supporting the clinical potential of using the guinea pig as a model in the search for biomarkers of NASH and NASH-associated fibrosis.

## Figures and Tables

**Figure 1:**
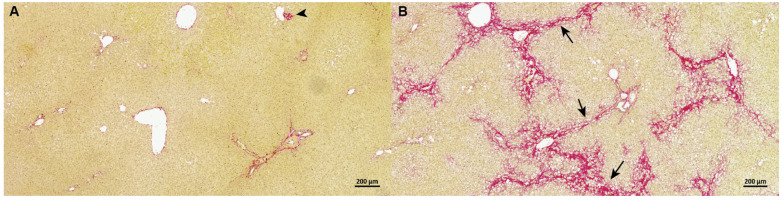
Representative pictures of the distribution of hepatic fibrotic tissue in control and NASH (stage F3) guinea pigs in Picro Sirius red stained sections. (**A**) In control animals, fibrous tissue (red) surrounds the central veins and portal areas, but does not expand into the hepatic parenchyma. An isolated small area of fibroplasia (arrowhead) can be seen as a normal occasional finding. (**B**) Bridging fibrosis (arrows) (F3 grade) is clearly evident in animals with NASH after 25 weeks on a high-fat diet.

**Figure 2:**
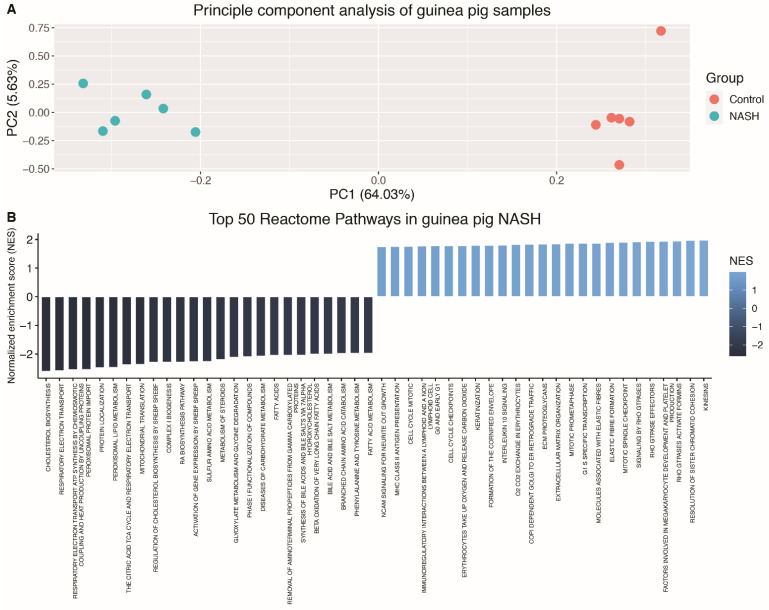
Principal-component analysis and top 50 dysregulated pathways in guinea pigs with NASH (**A**) Principal-component analysis plot of guinea pig samples. NASH and control animals clearly separated on the basis of all genes by PC1 explaining 64.03% of the total data variance. (**B**) Top 50 reactome pathways obtained from GSEA in guinea pigs with NASH vs. healthy controls. Top 50 pathways included the 25 most upregulated and the 25 most downregulated pathways. All pathways were selected on the basis of corrected Benjamini–Hochberg *p*-values and normalised enrichment score. PC: principal component, NASH: non-alcoholic steatohepatitis, NES: normalised enrichment score.

**Figure 3:**
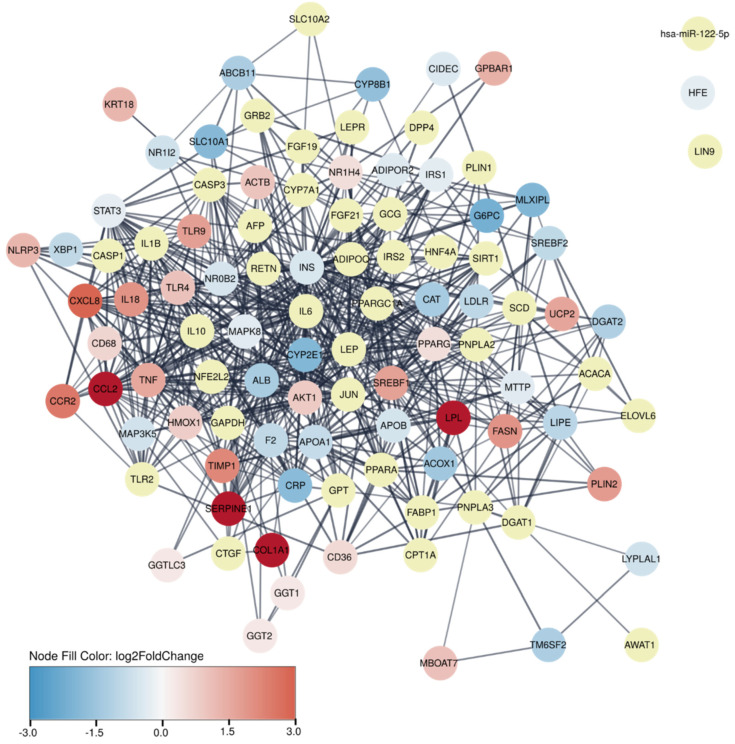
Protein–protein association network showing top 100 genes most strongly associated with human NASH. Yellow nodes indicate 40 proteins that are not differentially expressed in guinea pig NASH. Remaining network nodes are coloured by log2 fold changes of differentially expressed genes in guinea pigs using the default Cytoscape colour gradient blue–white–red of log2 fold change from −3 to 3.

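Of the 60 coloured genes, 29 are drawn as higher and 31 as lower in NASH. By edgeR's test, all 29 were higher, and 30 of the 31 were lower. The exception was *APOA1*, with a log2 fold change of −0.83 (adjusted p = 0.0597 from edgeR), which passed the threshold with DESeq2 (adjusted p = 0.0259). Of the 40 genes drawn as not differentially expressed, 23 were tested and 0 of them passed the threshold, whereas the other 17 were not in the table. *TLR2*, drawn as unchanged, had a log2 fold change of 1.76 (adjusted p = 0.0904 from edgeR), and it passed the threshold without NASH animal 9 (2.02, adjusted p = 0.00989 from edgeR) and with library size alone (adjusted p = 0.0292 from edgeR). Under names chosen after the values were seen, 2 of the 17 were present: *FABP1* as the numbered copies *FABP1.1*, with a log2 fold change of −1.46 (adjusted p = 7.61e-07 from edgeR), and *FABP1.2*, with −2.31, and *CTGF* as *CCN2*, with 0.81 (adjusted p = 0.0228 from edgeR). Without NASH animal 9, *CCN2* no longer passed the threshold (adjusted p = 0.0522 from edgeR). *GGT1*, *GGT2* and *GGTLC3* stood on the same count row, which carried 5 symbols and had a log2 fold change of 0.31 (adjusted p = 0.0377 from edgeR). In 7 of the 12 fits that each left out an animal, this row did not pass the threshold (adjusted p up to 0.0891 from edgeR). *INS* shared its row with *IGF2*, and the row fell from 1420 ± 347 to 997 ± 129 CPM (SD, n = 6 each), a log2 fold change of −0.51 (adjusted p = 0.0172 from edgeR).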

**Figure 4:**
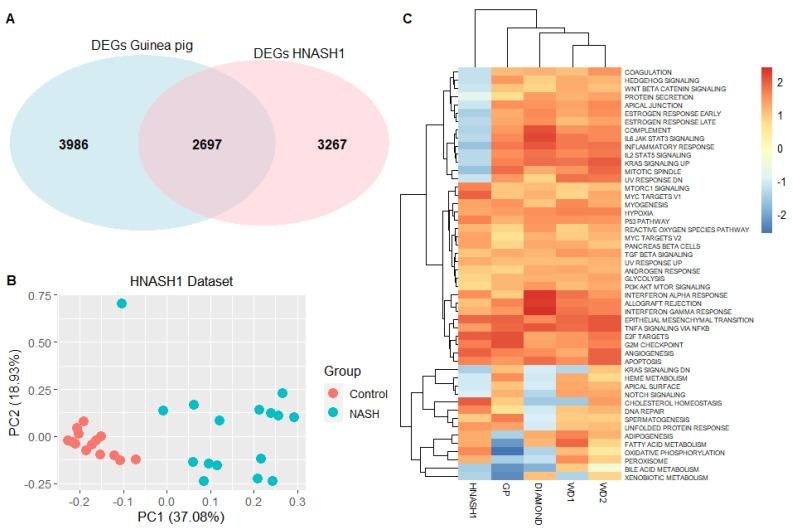
Comparison of preclinical models and patients with early-stage NASH. **(A)** Venn diagram of differentially expressed genes from HNASH1 (patients with mild disease vs. healthy controls) and guinea pig datasets, and their overlapping genes. Both datasets were analysed by DEseq2, and differentially expressed genes were selected on the basis of *q* < 0.05. (**B**) Principal-component analysis using top 200 differentially expressed genes in guinea pigs clearly separated patients with NASH from healthy controls in the HNASH1 dataset. Top 200 differentially expressed genes were selected on the basis of *q* < 0.05 and highest absolute log2 fold-change values. (**C**) Heatmap demonstrating overlap in expression patterns of Hallmark pathways. The heatmap is based on normalised enrichment scores from gene set enrichment analysis of Hallmark pathways from each dataset, i.e., HNASH1, guinea pig, and the included murine datasets (WD1, WD2, and DIAMOND). Dendrogram depicts hierarchical clustering of groups according to normalised enrichment scores. Colour bar indicates normalised enrichment scores, blue indicates a downregulated gene set, and red indicates an upregulated gene set. WD1 refers to GSE52748, WD2 refers to GSE38141, HNASH1 refers to GSE126848, DIAMOND refers to GSE67680. GP: guinea pig, DEG: differentially expressed gene, PC: principal component, NASH: nonalcoholic steatohepatitis.

**Figure 5:**
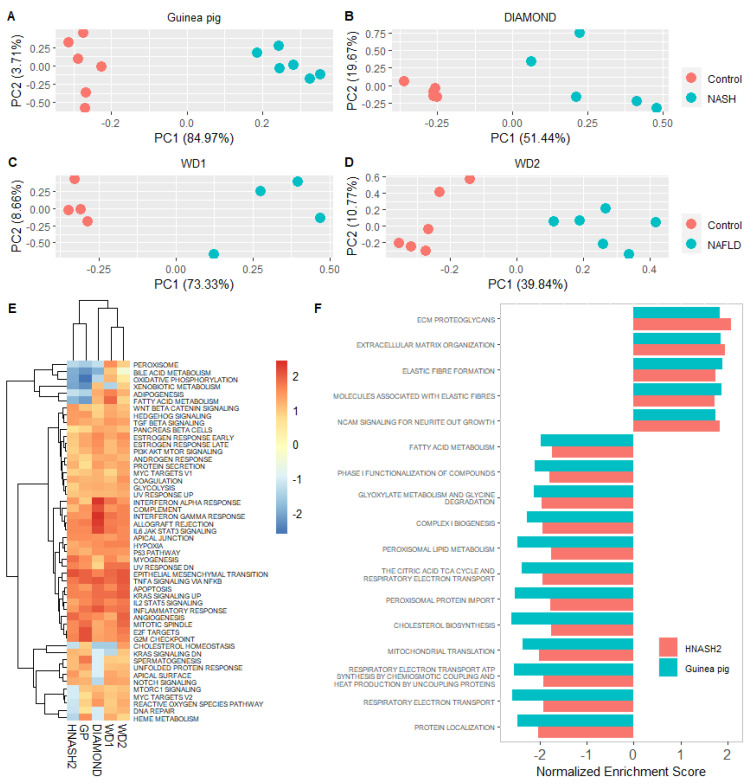
Comparison of preclinical models and patients with advanced NASH. (**A**–**D**) Principal-component analysis using top 200 differentially expressed genes from HNASH2 (NASH patients with advanced vs. mild fibrosis) could separate NASH/NAFLD from healthy controls in all included preclinical models. Differentially expressed genes from HNASH2 dataset selected on the basis of *q* < 0.05 and highest absolute log2 fold change. Principal-component analysis plots depict normalised and transformed values for the 200 genes in each of the animal datasets. (**E**) Heatmap demonstrating overlap in expression patterns of Hallmark pathways. Heatmap is based on normalised enrichment scores from the gene set enrichment analysis of Hallmark pathways from each dataset. Dendrogram depicts hierarchical clustering of groups according to normalised enrichment scores. Colour bar indicates normalised enrichment scores for each gene set. Blue indicates a downregulated gene set, whereas red indicates an upregulated gene set. (**F**) Overview of normalised enrichment scores of the 17 pathways in common between HNASH2 and guinea pigs. Top 50 pathways of the HNASH2 dataset were compared with the top 50 enriched pathways in guinea pigs. Top 50 pathways included the top 25 most upregulated and the top 25 most downregulated pathways. All pathways were selected on the basis of corrected Benjamini–Hochberg *p*-values and normalised enrichment scores. WD1 refers to GSE52748, WD2 refers to GSE38141, DIAMOND refers to GSE67680, HNASH2 refers to GSE49451. GP: guinea pig, PC: principal component, NAFLD: nonalcoholic fatty liver disease, NASH: nonalcoholic steatohepatitis.

**Table 1:** Overview of included preclinical models.

Preclinical Model	Sex	Species: Strain	Weeks on Diet	Histological Phenotype
Guinea pig	Female	Guinea pig: Dunkin-Hartley	25	NASH with fibrosis. Histological scoring: NASH CRN [10]
DIAMOND [32]	Male	Mouse: B6/129 (isogenic cross between C57BL/6J and 129S1/SvImJ)	52	NASH with fibrosis Histological scoring: NASH CRN [10]
WD1 [30]	Male	Mouse: C57BL/6N	12	NAFLD No histological scoring. Positive α-sma liver stain and picrosirius red indicative of activated hepatic stellate cells and fibrosis, respectively
WD2 [31]	Male	Mouse: C57BL/6J	20	NAFLD. No histological scoring

NAFLD: nonalcoholic fatty liver disease. NASH CRN: nonalcoholic steatohepatitis Clinical Research Network [10].

**Table 2:** Histological scoring of control and NASH guinea pigs.

Group	Control (*n* = 6)	NASH (*n* = 6)
Steatosis ^1^	0	3 **
Ballooning ^1^	0	2 (1–2) *
Inflammation ^1^	0 (0–1)	3 **
Fibrosis ^1^	0	3 **
Relative fibrosis area ^2^	1.39 ± 0.24	7.48 ± 1.81 ***

Steatosis, Ballooning, inflammation, and fibrosis: medians with range (if applicable). Relative fibrosis area: means with standard deviations. Histopathological scoring data (steatosis, ballooning, inflammation, and fibrosis) is previously published [6]. ^1^ Analysed using Mann–Whitney U test. ^2^ Analysed by unpaired t-test with Welch’s correction. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001.

**Table 3:** Top 20 differentially expressed genes in guinea pigs.

Gene Name (Full Name)	Log2 Fold Change	Adjusted *p*-Value	Function
*ADAMDEC1* (ADAM like decysin 1)	8.01	4.94 ×10^−60^	Secreted protein invovled in dendritic cell maturation.
*ADGRG3* (adhesion G protein-coupled receptor 3)	7.66	3.79 × 10^−40^	GPCR possibly invovled tumor angiogenesis.
*KRT23* (keratin 23)	10.97	1.53 × 10^−35^	Member of keratin family of intermediate filaments responsible for structural integrity of epithelial cells.
*ATP6V0A4* (ATPase H + transporting V0 subunit a4)	9.02	3.01 × 10^−32^	Vacuolar ATPase mediating acidification of intracellular compartments necessary for protein sorting, zymogen activation, receptor-mediated endocytosis and synaptic vesicle protein gradient generation.
*TMEM213* (transmembrane protein 213)	10.12	1.28 × 10^−29^	No listed function.
*CIB4* (calcium and integrin binding family member 4)	−9.70	1.82 × 10^−26^	No listed function.
*PAK6* (p21 (RAC1) activated kinase 6)	9.38	5.69 × 10^−26^	p21 stimulated serine/threonine kinase involved in cytoskeleton rearrangement, apoptosis and MAP kinase signalling pathway.
*TMC1* (transmembrane channel like 1)	9.27	1.82 × 10^−25^	No listed function.
*CCL7* (C–C motif chemokine ligand 7)	9.09	2.30 × 10^−25^	Encodes MCP3-a secreted chemokine recruiting macrophages during inflammation, and also a substrate of MMP2.
*PTPRN* (protein tyrosine phosphatase receptor type N)	9.23	2.58 × 10^−24^	Signalling molecule regulating processes such as cell growth, differentiation, mitotic cycle, and oncogenic transformation.
*VSIG1* (V-set and immunoglobulin domain containing 1)	8.26	1.06 × 10^−22^	Encodes a member of the junctional adhesion molecule (JAM) family.
*SLC34A2* (solute carrier family 34 member 2)	8.49	1.13 × 10^−20^	pH-sensitive sodium-dependent phosphate transporter
*DSG4* (desmoglein 4)	8.15	2.78 × 10^−19^	Desmosomal cadherin possibly playing a role in cell–cell adhesion in epithelial cells.
*TNFSF18* (TNF super family member 18)	7.74	1.92 × 10^−17^	Cytokine belonging to the TNF ligand family that plays a role in T-lymphocyte survival and the interaction between endothelial cells and T lymphocytes.
*MTHFD2* (methylenetetrahydrofolate dehydrogenase (NADP + dependent) 2, methenyltetrahydrofolate cyclohydrolase)	7.63	6.53 × 10^−17^	Nuclear encoded mitochondrial bifunctional enzyme with methylenetetrahydrofolate dehydrogenase and methenyltetrahydrofolate cyclohydrolase activities.
*SPOCK1* (SPARC (osteonectin), cwcv and kazal-like domains proteoglycan 1)	7.72	8.38 × 10^−17^	Seminal plasma proteoglycan containing chondroitin and heperan sulfate chains.
*ECT2* (epithelial cell transforming 2)	8.43	5.94 × 10^−16^	Guanine nucleotide exchange factor, expressed at high levels in mitotic cells in the regenerating liver.
*SPTA1* (spectrin alpha, erythrocytic 1)	7.99	7.35 × 10^−15^	Molecular scaffold protein that links the plasma membrane to the actin cytoskeleton and determines the cell shape.
*STAR* (steroidogenic acute regulatory protein)	8.36	2.48 × 10^−14^	Involved in the acute regulation of steroid hormone synthesis by enhancing the conversion of cholesterol into pregnolone.
*KEL* (Kell metalloendopeptidase (Kell blood group))	7.66	1.34 × 10^−12^	Encodes a type II transmembrane glycoprotein of the Kell blood group antigen.

List of top 20 differentially expressed genes in the guinea pig dataset based on log2 fold change and Benjamini–Hochberg adjusted *p*-value. 

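Ranked by absolute log2 fold change among the DEGs, 14 of the 20 genes were among the 20 largest by edgeR and 18 by DESeq2. *ADGRG3* and *MTHFD2* ranked 29 and 31 by edgeR and 21 and 22 by DESeq2. The ranks of genes without a count in a group depend on the prior count of each program. *MMP12*, which ranked 17 by edgeR and 9 by DESeq2, was chosen for mention after its values were seen. It rose from 0.145 ± 0.356 to 56.9 ± 26.5 CPM (SD, n = 6 each), a log2 fold change of 8.41 (SE 0.72, adjusted p = 1.32e-06 from edgeR). A single control held its counts, and without that control only a lower bound of the change is known.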

GPCR: G protein-coupled receptor, MAP: mitogen-activated protein, MCP: monocyte chemotactic protein, MMP: matrix metalloproteinase, TNF: tumour necrosis factor.

**Table 4:** Genes related to fibrosis quantification.

Gene	Pearson’s ρ	*p* Value	GPLog2FC	HLog2FC	Function ^1^	Secreted	Role in NASH	Cell-Specific Expression ^2^
*ACKR3*	All: 0.91 NASH: 0.87	All: 4.54 × 10^−5^ NASH: 0.025	1.36	HNASH1: ND HNASH2: 0.69	GPCR, orphan receptor	NO	?	Endothelial cells
*BIRC3*	All: 0.88 NASH: 0.82	All: 1.77 × 10^−4^ NASH: 0.045	1.1	HNASH1: 1.9 HNASH2: 0.7	Inhibits apoptosis	NO	YES (hypoxia induced) [39]	Immune cells, cholangiocytes, endothelial cells, and hepatocytes
*CHST11*	All: 0.95 NASH: 0.87	All: 1.42 × 10^−6^ NASH: 0.023	1.16	HNASH1: −0.35 HNASH2: 0.19	Promotes synthesis of chondroitin (ECM)	NO	?	Immune cells
*EMP3*	All: 0.93 NASH: 0.81	All: 9.41 × 10^−6^ NASH: 0.049	1.5	HNASH1: 0.98 HNASH2: 0.19	Membrane protein, cell proliferation	NO	?	Immune cells
*FZD7*	All: 0.87 NASH: 0.83	All: 2.22 × 10^−4^ NASH: 0.041	1.2	HNASH1: ND HNASH2: 0.6	Wnt signalling	NO	YES in HCC [40]	Cholangiocytes, HSC
*RGS14*	All: −0.83 NASH: −0.80	All: 8.26 × 10^−4^ NASH: 0.053	−1.58	HNASH1: −0.3 HNASH2: −0.2	Regulates GPCR (increases microtubule assembly)	NO	?	Immune cells
*RHBDF1*	All: 0.96 NASH: 0.92	All: 4.11 × 10^−7^ NASH: 0.010	1.17	HNASH1: 0.6 HNASH2: 0.03	Regulates ADAM17 and release of TNF-α	NO	?	Cholangiocytes
*SERPINB9*	All: 0.9 NASH: 0.84	All: 6.19 × 10^−5^ NASH: 0.037	1.4	HNASH1: −0.7 HNASH2: 0.5	Inhibits activity of granzyme B	YES	YES [41]	Immune cells, endothelial cells, stellate cells, and myofibroblasts, macrovascular endothelial cells
*VWF*	All: 0.97 NASH: 0.86	All: 7.52 × 10^−8^ NASH: 0.027	1.46	HNASH1: −0.03 HNASH2: 0.5	Platelet aggregation	YES	YES [42,43]	Macrovascular endothelial cells

Genes listed in alphabetical order. In Pearson’s ρ column: All, correlation calculated using both control and NASH animals; NASH, correlation calculated using only NASH animals. ^1^ Description of function based on [44]. ^2^ Based on liver cell atlas [45,46]. ECM: extracellular matrix, GPCR: G-protein coupled receptor, GPLog2FC: guinea pig log2 fold change, HCC: hepatocellular carcinoma, HLog2FC: human log2 fold change, HSC: hepatic stellate cell, HNASH1: NASH patients with mild fibrosis vs. healthy controls. HNASH2: NASH patients with advanced fibrosis vs. NASH patients with no or mild fibrosis.

## Data Availability

The generated and analysed dataset from the current study is available at www.ncbi.nlm.nih.gov/geo, geo accession number GSE158168. The analysed datasets are available at www.ncbi.nlm.nih.gov/geo, accession numbers GSE52748, GSE38141, GSE67680, GSE126848, and GSE49541.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines9091198/s1. Additional File S1: Word document docx. Supplementary Table S1. Table of relative fibrosis area based on Picro Sirius red staining for each animal. Supplementary Table S2. List of top 50 overlapping pathways between the preclinical murine models and HNASH2 dataset. Supplementary Table S3. List of all Hallmark gene sets for the guinea pig dataset, including leading edge genes. Supplementary Table S4. List of Reactome pathway gene set: fatty acid metabolism for HNASH1, HNASH2, and guinea pig. Additional File S2: PDF of linear regression on the normalised (normalised by DeSeq2 size factor) and rlog-transformed values, and the fibrosis fraction for each animal, for each of the nine genes identified in correlation analysis. R^2^ and the linear equation are reported for each gene.

# Supplementary material for: Modelling Nonalcoholic Steatohepatitis In Vivo—A Close Transcriptomic Similarity Supports the Guinea Pig Disease Model
**Source:** Biomedicines. 2021 Sep 10;9(9):1198. doi: 10.3390/biomedicines9091198
**Supplement:** Supplementary file 1

## Supplementary Materials

Supplementary Table S1. Fibrosis fraction for each animal in %.

Table S2. Normalized enrichment scores for the Reactome pathways in common between preclinical models and HNASH2 dataset. See fig. 4F for a graphical overview of guinea pig and HNASH2 pathways. NES: normalized enrichment score. HNASH2: GSE49541, DIAMOND: GSE67680, WD1: GSE52748, WD2: GSE38141.

Supplementary Table S3. Hallmark gene set in guinea pig, including leading edge genes. Genes included in the manuscript are highlighted (in yellow). Pval: p-value, Padj: p-adjusted, ES: enrichment score, NES: normalized enrichment score.

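Over the 51 sets with guinea pig leading-edge genes read from the supplement, 1992 entries were listed and 1927 were in the table. Of these, 1921 had a log2 fold change in the direction of the enrichment score and 1838 (95.4%) were DEGs in that direction by edgeR, or 1857 by DESeq2. A gene counts once for each set that lists it. The leading edge holds the genes that carry a set's enrichment score, so it was selected on these animals.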

Supplementary Table S4. Reactome “Fatty Acid Metabolism” gene set in each model. Genes included in the manuscript are highlighted (in yellow). Pval: p-value, Padj: p-adjusted, ES: enrichment score, NES: normalized enrichment score.

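All 58 guinea pig leading-edge genes of this set were in the table. By edgeR's test, 54 of them were lower in NASH, with a median log2 fold change of −1.05, and by DESeq2 55 were. They were selected on the same animals, so their number is not independent evidence.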

How the deposited data were processed for this re-analysis (not part of the article)

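Liver RNA of 6 guinea pigs with NASH and 6 controls, fed a high-fat or a chow diet for 25 weeks, was measured by stranded, single-read mRNA sequencing. Each animal is a sample of its own, and its group was taken from the sample labels, which name the group and the animal number. The animals are named here by these numbers: 5, 10, 31, 32, 45 and 56 in controls and 2, 9, 11, 20, 41 and 65 in NASH. The paper's human and murine datasets were not analysed here.

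The authors deposited raw counts per StringTie locus or Ensembl guinea pig gene, after trimming with Trimmomatic, mapping with Hisat2 to Cavpor3.0, removal of multimapped reads and assembly and quantification with StringTie. The authors also deposited log2 values, made from these counts with the rlog transformation of DESeq2 after rows without a human orthologue symbol and genes with a total under 200 counts had been left out. The count table gives no symbols, so the count row behind each symbol was found by repeating the rlog transformation with DESeq2. This recovered the deposited values for all 11896 symbols, from 11031 count rows. In each animal between 78.2% and 79.9% of the counts lay in rows with a symbol. The counts of an animal added up to between 16980274 and 33091460. No row of the count table was a total or an unassigned class.

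Counts were analysed in R 4.3.3 with edgeR 4.0.16 as the main tool, using TMM factors, the total of the whole count table as library size, glmQLFit with robust estimation and glmQLFTest. The Benjamini-Hochberg adjusted p-value had to be under 0.05. The standard error of a log2 fold change is its absolute value over the square root of the F statistic. The tested genes were the 11896 symbols of the paper's own list, in which symbols that share a count row each count once. That choice of rows was made once the tables could be read and ahead of any test. CPM values use the TMM-scaled library size, and log2 CPM values a prior count of 2. The limit that a count of 0 allows was taken as 3 counts, and fold changes against a group with every animal at or under it are lower bounds. In every pair of animals of the same group, the spread between animals exceeded counting error.

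Pathways and cell types were represented by short lists of well-known genes, 12 for pathways and 6 for cell types (erythroid cells, cholangiocytes, macrophages, T cells, stellate cells and hepatocytes), because the gene sets of the paper's GSEA were not used here. They were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. Relations with the relative fibrosis area of the paper's supplement were computed within each group with Pearson's r and Spearman's rho and exact permutation tests over all 720 pairings. Principal components were computed from the deposited rlog values. The leading-edge genes of the supplement and the genes read from Figure 3 were looked up in the edgeR results. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

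Tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule covers the genes of Table 3, Table 4 and Figure 3 that a conclusion is about, the genes the paper names for the guinea pigs, and the 10 genes with the largest absolute log2 fold change among those past the threshold without overlap between groups. The highest or lowest gene of a list was named in places as well. Genes outside this rule (*MMP12*, *KIF2C*, *INS*, *CCN2*, *TLR2*, *HBA1*, *ALAS2*, *SLC4A1*, *CA1*, *RHAG*, *TMCC2*, *KLF1* and the numbered copies of *FABP1* and *SERPINB9*) were chosen after their values were seen. Values of some genes are not reported here. Alternatives tried were the RLE and upper-quartile factors and library size alone, DESeq2 1.42.0, limma-voom, every row with at least 1 count, filterByExpr, a threshold of 0.01, a test against an absolute log2 fold change of 1, and each animal left out in turn. For lists they were fry, an estimated inter-gene correlation and fgsea 1.28.0. For correlations they were log2 CPM in place of rlog values, Spearman's rho and a correlation of at least 0.9. Chance was assessed with 100 of the 462 splits of the 12 animals into groups of 6 and with 100 pairings of areas and animals. Locations of genes relative to each other were taken from a RefSeq table of assembly mCavPor4.1, which differs from the genome of the files, so no coordinate is given. It names no chromosome, so genes were compared by position alone. Of the 11896 symbols, 10498 (88.2%) matched it.

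The procedures were tested on simulated data. With 200 of 11031 simulated genes changed 4-fold, edgeR recovered 96% of them, 3.03% of its calls were on unchanged genes, and it made 0 calls when no gene was changed. DESeq2 recovered 98.5% and limma-voom 96.5% of the changed genes. Over 20 lists, camera and fry each found the planted list and 0 random lists. The simulated genes varied independently of each other, and far fewer of them changed than in the data. The simulation thus tests neither the list tests under inter-gene correlation nor the scaling when many genes change. In the simulated correlations, 100% of the planted genes and 5.62% of the other genes reached 0.8 with 6 animals. The planted genes were given little noise, so their recovery was nearly fixed in advance. The pairing of symbols with count rows was right for 100% of 3000 simulated symbols.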

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

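The test of neighbouring count rows was chosen only after the result was seen. A single animal stood far from the others of its group in 9 of the 106 groups of 6 values examined, where chance gives about 5.

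Control animal 5 was such an animal in 3 measures. On the second principal component it lay at −18.2, with the other controls between 1.2 and 11.7. Its mean log2 CPM over the macrophage list was 3.398, against 4.698 to 4.923 in the other controls. Its *PPARA* value was 26.15 CPM, against 112 to 138.7. Control animal 56 had a smaller total count and was not set apart in these measures. Without control animal 5 the log2 fold change of *PPARA* was −0.04 in place of 0.16, and 6338 genes were DEGs by edgeR. A state of this animal, its tissue piece or its handling may lie behind the values, and these cannot be separated with a single library per animal. No biological explanation was tested, since the labels give nothing on which this animal differs from the other controls.

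Control animal 10 stood apart in 4 measures. Its mean log2 CPM over the cholangiocyte list was 2.648, against 3.267 to 3.42 in the other controls, and its *RHBDF1* value was 12.36 CPM, against 8.8 to 9.5. For *ATP6V0A4* and *VSIG1* it was the only control with counts, at 0.2051 CPM each. That value corresponds to 4 counts, close to the limit of 3, so counting error alone could place it above the others. Without control animal 10 the log2 fold change of *RHBDF1* was 1.25. For *ATP6V0A4* and *VSIG1* no control has a count without it, so only a lower bound of the change is known. All 3 genes stayed past the threshold of edgeR. The direction differs between these measures, with a lower value for the cholangiocyte list and higher values for the 3 genes. No biological explanation was tested.

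For *MTHFD2*, control animal 45 was the only control with counts, at 0.3704 CPM or 9 counts. Without it only a lower bound of the change is known, and the gene stayed past the threshold of edgeR.

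For *SERPINB9*, NASH animal 20 was at 5.392 CPM and the other animals with NASH were between 0.1751 and 0.4587 CPM. The value corresponds to 173 counts, so counting error does not account for it. Without NASH replicate 20 the log2 fold change was 0.01 (adjusted p = 0.994 from edgeR). Reads that belong to a near-identical copy, of which the table holds several under numbered symbols, could be placed on this row in 1 animal, for example through a sequence variant. The counts of the rows alone cannot show it, and this was not tested.

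A difference between groups also appeared in count rows that the paper did not analyse. Of the 7391 rows with a total of at least 200 counts and without a symbol, 3482 (47.1%) passed the threshold of edgeR, 1435 higher and 2047 lower in NASH, against 52.8% of the rows with a symbol. The median total was 997 counts in these rows and 6605 in rows with a symbol. Reads that run on from a changed neighbouring gene are a candidate source. Of the 2964 such rows past the threshold that have a row with the next number, 40.2% had no such neighbour past the threshold in the same direction, against 65.6% when rows were shuffled. Neighbours thus changed together more often than chance gives, which run-on reads and shared regulation would both produce. Across pairs of a row without a symbol and the next row with a symbol, Spearman's correlation of the log2 fold changes was 0.31 over 4878 pairs, against 0.15 over 4757 pairs of rows with symbols. Genes are not independent replicates. Run-on reads and genes without an orthologue symbol that respond to NASH cannot be told apart in these rows, since the files give neither strand nor position of the reads.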

How the results depend on the processing

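The number of DEGs stayed within 1.5 times 6411 with RLE factors (6398), upper-quartile factors (6365), library size alone (8514), DESeq2 (6683), limma-voom (6435), filterByExpr (6390) and an adjusted p-value under 0.01 (4831). It ranged from 6046 to 6338 across the 12 fits that each left out an animal, with 3123 to 3290 genes higher and 2894 to 3074 lower. With every row that has at least 1 count it was 11280 of 32613 rows, 6243 higher and 5037 lower, because more rows were tested. In a test against an absolute log2 fold change of 1 it was 1100, 853 higher and 247 lower, because that test asks for larger changes. Alternatives added after seeing the data gave 5989 DEGs of 11031 with each count row once, and 9305 of 18422 with every row of at least 200 counts.

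The scaling decided how the calls divide. With TMM factors 51.8% of the DEGs were higher in NASH, with upper-quartile factors 59.7% and with library size alone 89.3%, or 7603 higher and 911 lower. With library size alone the median log2 fold change of all genes was 0.48, so a fold change under that scaling is read relative to it. Of the 8514 genes called, 4585 were DEGs with TMM factors too, 4229 of them in the same direction. *MTTP* changed sign with library size alone (0.09 in place of −0.39), which the shift of 0.48 covers, and *INS* was no longer past the threshold (−0.03).

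All 20 genes of Table 3 kept their direction and stayed past the threshold in every alternative but limma-voom (18), including the 12 fits that each left out an animal. The number of network genes past the threshold stayed between 49 and 61 in the other alternatives, from 54 to 58 across the fits that each left out an animal, and was 21 in the test against an absolute log2 fold change of 1. With copy-numbered and current symbols, an alternative added after seeing the data, it was 61. The first principal component separated the groups in each of the 3 alternatives tried. Of the leading-edge genes, 1857 passed the threshold with DESeq2 in place of 1838.

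All 12 pathway lists kept their direction and their side of the threshold with fry, fgsea and every row with at least 1 count. They also did with RLE factors and library size alone, but camera compares a list with all genes and a scaling factor moves all genes of an animal alike, so the place of a list among all genes is nearly fixed there, although its p-value can move. Alternatives added after seeing the data counted copy-numbered symbols too, or symbols that the table writes with a dot for the hyphen, and all 12 lists passed in both. With the dotted HLA symbols the adjusted p-value of the MHC class II antigen presentation list was 0.00531 in place of 0.00263 (limma's camera). With an estimated inter-gene correlation 0 of the 12 pathway lists and 0 of the 6 cell type lists passed, with 6 and 2 at an unadjusted p-value under 0.05. That setting widens the variance of a list by the correlation of its genes in these animals. Of the cell type lists, 5 passed in the main setting and 2 with library size alone, where the erythroid, macrophage and stellate cell lists did not (adjusted p = 0.22, 0.294 and 0.0997 from limma's camera). The cause was not tested. The T cell list, which passed in no setting, changed its direction with library size alone (adjusted p = 0.469 from limma's camera, and between 0.126 and 0.939 over its alternatives).

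Within the guinea pigs with NASH, 8 of the 9 genes of Table 4 had an absolute r of at least 0.8, 8 with log2 CPM in place of rlog values and 7 with library size alone. With Spearman's rho 3 did, and the cause was not tested. They include the row with exactly the name *SERPINB9* (rho = −0.89), which was not among the 8 genes by Pearson's r. The screen gave 78 genes, 83 with log2 CPM, 154 with Spearman's rho and 17 at a correlation of at least 0.9. The number of genes at the correlation alone was 701, with 725, 867 and 158 under the same alternatives. A stricter correlation leaves fewer genes by construction, and for Spearman's rho the cause was not tested.

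Among the 66 genes named, 62 were past the threshold, and 44 kept both direction and call in every alternative. Over all fits of these genes, 1271 values kept both, 43 were no longer past the threshold, 2 passed it anew and 2 changed sign. Besides *MTTP*, the sign changed for *PPARA* without control replicate 5 (−0.04, in a range from −0.04 to 0.24 over the fits that each left out an animal). Of the 43 lost calls, 17 came from the test against an absolute log2 fold change of 1. *KEL* and *THRSP* did not pass with limma-voom (adjusted p = 0.0728 and 0.0703 from limma). The calls on the row of *GGT1*, *GGT2* and *GGTLC3* were lost without any of 7 animals, that of *CCN2* without NASH animal 9, and *TLR2* passed without NASH animal 9 and with library size alone. Depth limits the 36 DEGs whose controls, and the 1 whose animals with NASH, were all at or under 3 counts: their direction is measured, while their fold change is known only as a lower bound. No paired analysis was possible because the groups share no animal numbers.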

Differences from the paper's values

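For *SERPINB9*, the paper's correlation with the relative fibrosis area in guinea pigs with NASH is 0.84 and the value here was −0.55. With log2 CPM it was −0.63, with log2 CPM and library size alone −0.62 and with Spearman's rho −0.89, so none of the alternatives set before the data were examined closed the gap. The numbered copy *SERPINB9.1*, which was chosen after seeing the values, had r = 0.84 and a log2 fold change of 1.42. Both match the values that the paper gives for *SERPINB9*. The gap thus most likely lies in which copy carries the name, and not in the paper's correlation.

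The paper's number of DEGs, 6683, was reached with DESeq2, and edgeR gave 6411. The paper's number of differentially expressed network genes, 60, was reached with DESeq2 and with limma-voom, and edgeR gave 59. *APOA1*, drawn as lower in Figure 3, was not past the threshold of edgeR and was past that of DESeq2.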

Other observations

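The tests of shared count rows, of the network against other genes, of blood, erythroid RNA and erythroid precursors, of the share of hepatocytes and of the scaling of the pathway lists were chosen only after the result was seen.

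No other split drawn of the same 12 animals gave counts of genes as large as the real groups. Of 100 splits into groups of 6, drawn from 462 and including the real one, 1 gave at least 6411 DEGs, namely the real one. The others gave at most 2 DEGs, and 95 gave 0. For the Table 3 genes and for the network genes it was likewise 1 of 100. For the lists the result was different. At least 12 pathway lists passed the threshold of camera in 20 of the 100 splits, and at least 5 cell type lists in 5 of the 100. With fry, it was 4 and 1 of 100. The other splits with as many lists all kept 4 or 5 of the 6 animals with NASH together. With 5 kept together (9 splits) the median was 12 pathway and 4 cell type lists, with 4 together (41 splits) 10 and 3, and with 3 together (49 splits) 0 and 1. By this count, a grouping other than NASH and control can give as many lists past the threshold of camera, and those that did so still held part of the real difference between groups.

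The number of DEGs was not a matter of depth. After every library was thinned to about the smallest total (16974908 to 16983268 counts), 6283 genes were DEGs, 6164 of them also at full depth. The higher number of calls in NASH with library size alone was tested against a few abundant transcripts that fell in NASH. With the 20 most abundant rows taken out of the library size, the median log2 fold change of all genes was still 0.39, which argues against these rows as the whole cause. With 200 and with 1000 rows out it was 0.19 and 0.11. A broad fall of abundant transcripts, larger RNA content or more kinds of cells in NASH stay open, and none of them can be measured from counts without an outside standard.

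Count rows with several symbols were compared with the RefSeq table. In 72.5% of the 650 rows (471 rows), at most 1 of the symbols names a protein-coding guinea pig gene there, against 19.2% in random groups of symbols of the same sizes. A single guinea pig gene that was given several human orthologues would give this, and so would a gene beside a clone name, a small RNA or a read-through, names that many of these rows hold. In 175 of the 471 rows the symbols share their first 3 letters. How many rows have which origin is left open. Of the other 179 rows, 97.8% (175 rows) held symbols of guinea pig genes with positions within 100000 bases of each other, against 0.27% of random pairs. No chromosome was available, so positions alone were compared, in the random pairs as well. Neighbouring genes assembled into 1 locus would give this. The remaining 4 rows are not explained. In rows of neighbours, the value of a symbol may be that of its neighbour, as for *INS*, which shares its row with *IGF2*.

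The share of network genes past the threshold was compared with that of other genes of similar depth. In 10000 random draws of 83 tested genes matched on mean count, the median was 47 genes (40 and 55 at the 5th and 95th percentile), and 0.59% of the draws reached 59. Abundance alone thus does not account for the number. The network genes were collected because they are studied in liver disease, and a larger response of well-studied liver genes stays open.

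Cell type lists were examined for the composition of the tissue. Higher in NASH were the erythroid list (14 of 22 genes found, 11 higher and 1 lower, median log2 fold change 3.79, or 3.62 with genes at their bound, adjusted p = 0.00181 from limma's camera), the cholangiocyte list (11 of 17 found, 9 higher, median 3.01, adjusted p = 3.43e-05), the macrophage list (16 of 20 found, 9 higher and 2 lower, median 0.73, adjusted p = 0.00523) and the stellate cell list (14 of 14 found, 9 higher and 1 lower, median 0.82, adjusted p = 0.00297). The hepatocyte list was lower (16 of 18 found, 14 lower, median −1.10, adjusted p = 5.02e-07), and the T cell list did not differ (11 of 15 found, 3 higher and 2 lower, median −0.08, adjusted p = 0.886). The stellate cell list shares *COL1A1*, *COL3A1*, *LUM* and *DCN* with the extracellular matrix list, and the erythroid list holds *KEL* of Table 3. A lower share of hepatocytes without any other change would raise the markers of the other cell types alike. The medians of the cholangiocyte and the T cell list differed by 3.09 (exact rank-sum test across genes, p = 0.000394), with quartiles of 1.45 to 3.16 and −0.41 to 0.70, which argues against it as the whole cause. Growth of ductular cells, induction of these genes in other cells and lower expression within hepatocytes stay open.

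The erythroid genes rose by different amounts. *HBA1*, whose row also carries *HBA2*, rose from 118 ± 41.3 to 1642 ± 1643 CPM (SD, n = 6 each), a log2 fold change of 3.79. *CA1* and *RHAG* rose about as much (3.78 and 3.47), *TMCC2* and *KLF1* less (2.87 and 2.33), and *ALAS2* and *SLC4A1* more (4.49 and 6.38). More of the erythroid RNA that the control livers hold would raise all of these in proportion. At the ratio to *HBA1* seen in NASH, controls would hold *KEL* and *SLC4A1* at 14.4 and 6.13 times the level observed. These genes are among those that rose most and others rose as *HBA1* did or less, so this explanation stays open. A single animal was not the source. Without NASH animal 41, which had the highest erythroid mean, the list had a median of 3.25 and stayed past the threshold (adjusted p = 0.0013 from camera and 0.000834 from fry, both of limma). Blood left in these non-perfused livers would bring T cells too, whose list had a median of −0.08. Because T cells of the tissue can hide a small share from blood, this leaves blood open. More immature red cells in the blood and red cell formation in the liver are both consistent with the values and cannot be told apart here.

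Dividing erythroid precursors may contribute to the mitosis list. Without NASH animal 41 its median log2 fold change was 3.33, within the range of 3.0 to 3.6 over the 12 fits that each left out an animal. The lowest value came without NASH animal 20. As the other animals with NASH also had raised erythroid genes, the test leaves this open, beside division of other liver cells.

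The lists of the citric acid cycle, complex I, complexes III to V, peroxisomal import and mitochondrial translation had medians near 0 with library size alone. Their direction against 0 thus depends on the scaling. Relative to all genes they were lower under that scaling too (largest adjusted p of the 5 lists 0.00945 from limma's camera), but a scaling factor moves all genes of an animal alike, so their place among all genes was nearly fixed and this test decides nothing. Whether the amount of these transcripts fell is left open.

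In the screen for genes related to the fibrosis area, 36 of 100 pairings of areas and animals gave at least as many genes at a correlation of 0.8 as the real one, and 73 of 100 gave as many with the fold change criterion. The numbers of the screen are therefore what random pairings of 6 animals give. This leaves open whether single genes of the list are related to the area, which 6 animals cannot show after adjustment over all genes.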
